A study of Mustela putorius furo with 7 samples. Its data were reported in "CFTR represses a PDX1 axis to govern pancreatic ductal cell fate" (2024).

How the data were processed

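Chromatin accessibility was measured by bulk ATAC-seq, in which a transposase inserts sequencing adapters into open DNA. The samples were polarized pancreatic ductal epithelial (PDE) cultures from newborn WT ferrets and from ferrets with both copies of CFTR knocked out (CF). The cells had gone through 10 passages and were held for 14 days at an air-liquid interface, and about 50000 cells per culture were used. The labels number the donors within each genotype, 3 in CF and 4 in WT. The study's methods give the same number of donors for both genotypes, so whether the 4 WT libraries stand for 4 independent donors is not settled, and p-values measure the spread between these libraries.

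The authors trimmed 150 bp paired-end reads with Trimmomatic, aligned them with Bowtie 2 to the ferret assembly MusPutFur1.0, called peaks with MACS2 and built a consensus set of regions with DiffBind. Library amplification used 12 PCR cycles. The handling of duplicate reads and the shift of read ends for the transposase are not given in the sources used here. The deposited matrix held a signal for 95129 regions on 1895 scaffolds in 7 libraries. Each signal value equalled a whole number of reads multiplied by one factor per library, within a tolerance of 0.001 reads for 100% of values, so the reads were recovered. No value was below 1 read, so a region without reads could not be told from a region with 1 read. The regions had a median width of 557 bp, and each overlapped a peak in at least 2 libraries. In the deposited peak lists, called by the authors per library, each peak carried a score, a fold enrichment as a ratio, and a p-value and q-value as −log10. These values were used to describe or filter peaks within the lists. The medians of fold enrichment and q-value per list were also compared between genotypes and, over the WT lists, searched for outliers. All deposited q-values were below 0.05. Region starts in the matrix lay 1 base before the peak starts for 100% of regions, and positions are printed counted from 1.

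The columns of the matrix were compared with the peak lists by correlating, over regions, the log2 signal of each column with the presence of peaks in each list, both centred per region. The mean correlation was −0.14 with the list of the same name and 0.57 with the best list of the same genotype. For 7 of 7 columns the best list came from the same genotype, but for only 1 of 7 columns did it carry the same replicate number. Libraries of the matrix are therefore named by their matrix column and libraries of the peak lists by their list. The comparison of genotypes does not use the replicate number.

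The design was fixed before the data were examined. Because the matrix held normalized values, the test was limma 3.58.1 with a mean trend (R 4.3.3) on log2(signal + 1) for all 95129 regions, with genotype as the only term. Regions were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change past 1, the thresholds in the study's methods. A figure legend of the study gives a stricter fold threshold, of 2 on the log2 scale, which is among the alternatives. Fold changes are on the log2(signal + 1) scale, which understates the change of regions with few reads. The named regions are the 10 more accessible and the 10 less accessible regions with the smallest adjusted p among those called whose CF and WT libraries do not overlap. Counts per library were compared with a two-sided exact permutation test over the 35 splits of 7 libraries into 3 and 4, whose smallest p is 0.0286. Peaks of all libraries were merged with bedtools 2.31.1, an overlap of at least 1 bp counting as present. Clustering of called regions along scaffolds was tested with 1000 permutations of the calls among regions of like signal, separately for the 16 scaffolds described in the report and for the rest. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

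The test was tried on simulated data for the CF against WT comparison over 95129 regions. Of 100 regions changed by 1.5 on the log2 scale 47% were recovered, and of 100 changed by 3 on that scale 89%, with 1 unchanged region called. The smaller change was therefore often missed in the simulation. The adjusted p depends on how many regions change, and 11304 regions passed in the data. These shares therefore do not give the share missed in the real comparison.

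Alternatives were other scalings, cyclic loess, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, limma-voom, other pseudocounts, filters and thresholds, a replicate block, and each library left out in turn. Alternatives that treat the 16 scaffolds apart, that thin reads to the shallowest library (3226534 reads), that centre each scaffold, that use TMM or DESeq2 size factors in limma, that leave out the most read scaffold or that reverse the numbers of the replicate block were added after the data were seen. No annotation or sequence of MusPutFur1.0 was used here, and the reference table of gene names belongs to another assembly. Regions are named by position, and the planned gene lists, gene locations, motifs, GC corrections and the values at CFTR were not analysed here.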

Results

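Bulk ATAC-seq signal was compared between 3 CF and 4 WT ferret PDE cultures. The recovered reads in regions came to 9355535 ± 1466013 per CF library (SD, n = 3) and 5385333 ± 2051267 per WT library (SD, n = 4). The shallowest library was matrix column WT3 with 3226534 reads, and the deepest was CF3 with 11047724 reads. Each CF library had at least 8469877 reads and each WT library at most 8172005, and the difference of the means gave p = 0.0571 in a two-sided exact permutation test (n = 3 and 4). Pearson correlations of log2 signal, taken across regions, ran from 0.88 to 0.91 between CF libraries, from 0.75 to 0.85 between WT libraries and from 0.68 to 0.73 between genotypes.

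To evaluate which chromatin differed in the absence of CFTR, the signal of 95129 regions was tested for genotype. CF cultures had 4102 more accessible and 5954 less accessible regions (limma, adjusted p under 0.05 and log2 fold change past 1). The called regions made up 10.6% of those tested. The median change was 2.26 in regions that opened and −1.94 in regions that closed, on the log2 scale. The CF and WT libraries did not overlap in 24.2% of all regions, against the 5.71% that chance gives. Without the fold threshold 11304 regions passed.

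Most regions that opened, 60.4%, had no called peak in any WT culture. Of the 4102 opened regions, 43.7% had a peak in all CF libraries and in no WT library, and 5.41% had a peak in all 7 libraries. Of the 5954 closed regions, 43.3% had no peak in any CF library, 15.1% had one in all WT and no CF library, and 28.7% had one in all 7 libraries, as did 27.3% of the regions without a call. The CF lists were longer on average, with 93943 peaks against 69633, which bears on these shares. In the genotype where they were open, opened regions had a median log2 signal of 5.54, in CF, and closed regions of 5.94, in WT. The place of opened regions along the range of signal depended on how regions were ordered. They were most frequent in decile 1, at 7.24%, by the mean of the 7 libraries, in decile 2, at 5.47%, by the mean of both genotypes with equal weights, and in decile 8, at 8.16%, by the genotype with the higher signal. The change itself enters each order, and all 3 orders were chosen after the data were seen. Closed regions were most frequent in decile 8 in all 3 orders, at 10.95%, 10.2% and 13.9%.

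**Figure D1:**
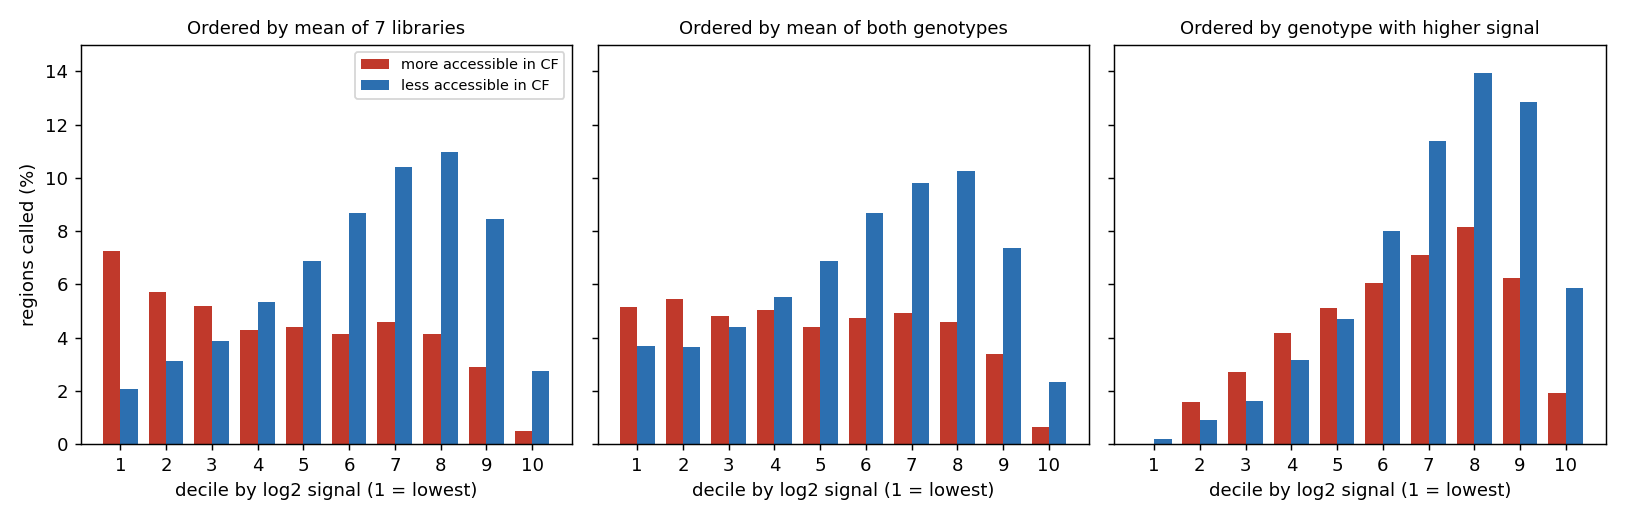
Share of regions called (%, y axis) in each decile of the 95129 regions by log2 signal (x axis, 1 = lowest), ordered by the mean of 7 libraries (left), the mean of both genotypes (middle) or the genotype with the higher signal (right), with red bars for regions more accessible and blue bars for regions less accessible in CF cultures. Closed regions peak in decile 8 in each panel, and opened regions in decile 1, 2 and 8.

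The most significant opened region lay on scaffold GL897016 from 1039252 to 1040763. Its signal was 316.5 ± 25.1 in CF (SD, n = 3) and 22.0 ± 8.10 in WT libraries (SD, n = 4), a log2 change of 3.86 ± 0.32 (SE, limma adjusted p = 2.08e-07). The region on GL896949 from 6215319 to 6217398 had a peak in all 7 libraries and rose from 56.6 ± 8.43 in WT (SD, n = 4) to 371.9 ± 19.7 in CF (SD, n = 3). On GL897166, from 1703343 to 1704468, the log2 change was 5.62 ± 0.50 (SE, limma adjusted p = 4.9e-07), a value that depends on the pseudocount since the WT libraries had 1 to 12 reads. On GL897135, from 1421349 to 1422017, each WT library was at the minimum of 1 read, while CF libraries had 161 to 239 reads. Set against a floor of 3 reads per WT library, signal there was at least 24.1-fold higher in CF. The region on GL896948 from 3123676 to 3124106 had the highest signal of the 10, at 1466 ± 28.8 in CF (SD, n = 3) and 388.6 ± 143.8 in WT libraries (SD, n = 4), where matrix column WT1 stood above the other WT libraries. The remaining 5 named opened regions lay on GL896984, GL896929, GL896910, GL896939 and GL896941, with log2 changes from 3.16 to 4.86.

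The most significant closed region lay on GL897015 from 4377871 to 4380005. Its signal was 25.7 ± 6.62 in CF (SD, n = 3) and 800.9 ± 134.9 in WT libraries (SD, n = 4), a log2 change of −4.92 ± 0.23 (SE, limma adjusted p = 8.95e-11). Of the 10 named closed regions, 4 lay on this scaffold between 4299241 and 4701609. The region on GL896987 from 1674286 to 1675700 had a signal of 22.5 ± 7.95 in CF (SD, n = 3) against 607.3 ± 103.1 in WT libraries (SD, n = 4). On GL897037, from 4326285 to 4326674, the log2 change was −5.44 ± 0.33 (SE, limma adjusted p = 4.87e-09). The region on GL897287 from 158088 to 159344 kept a peak in all 7 libraries while its log2 signal changed by −3.76 ± 0.21 (SE, limma adjusted p = 1.33e-09). The remaining named closed regions lay on GL896936, GL897206 and GL896925, with log2 changes from −4.55 to −4.24.

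**Figure D2:**
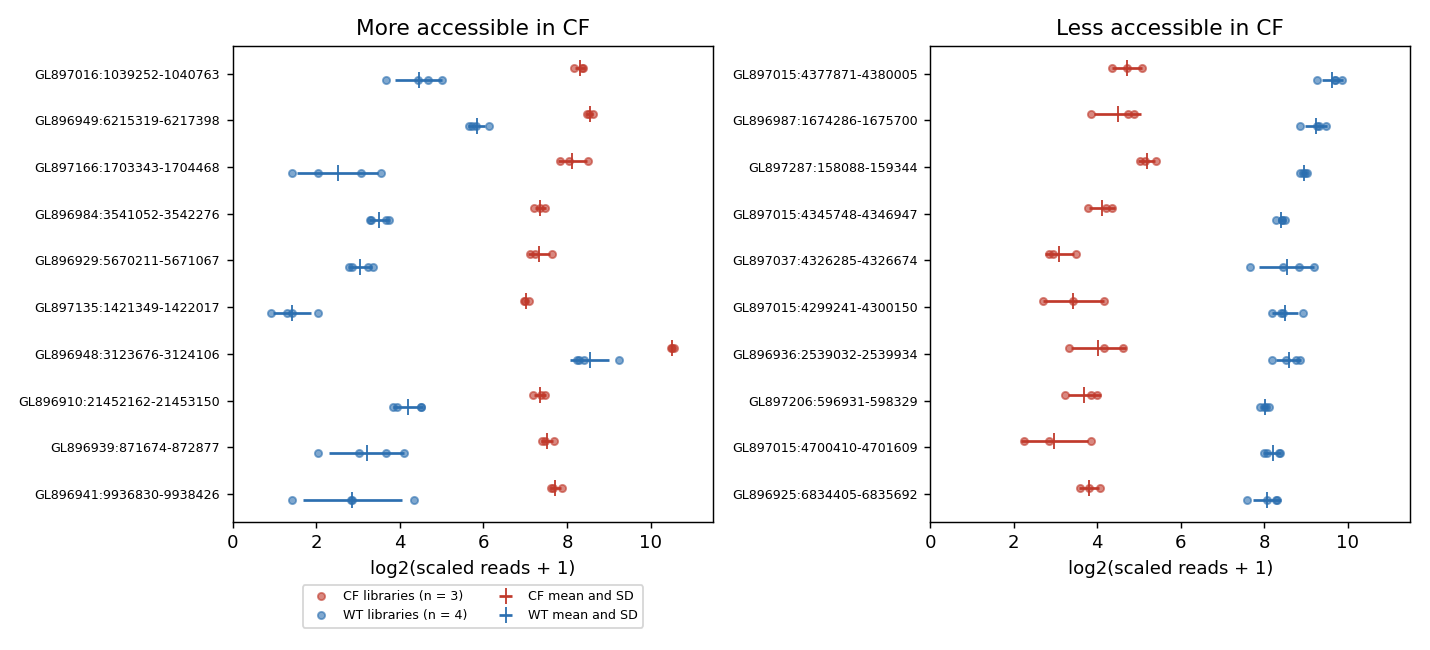
Signal as log2(scaled reads + 1) (x axis) of the 10 named opened and the 10 named closed regions (y axis, scaffold and position), with a point per library, a tick for the mean and a line for the SD of 3 CF (red) and 4 WT (blue) libraries. In each of the 20 regions the CF and WT libraries do not overlap.

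Called regions stood together along the scaffolds. Neighbouring regions at most 50 kb apart were both opened in 497 cases, against 152.8 on average when calls were permuted among regions of like signal (permutation p = 0.001, the smallest that 1000 permutations give). For closed regions there were 816 such pairs, against 390.9 (permutation p = 0.001, also the smallest). Clusters of at least 5 opened regions numbered 25, against at most 6 with permuted calls, and those of closed regions 60, against at most 40. The largest single cluster with permuted calls held 8 opened or 17 closed regions. In the largest opened cluster, over 255.8 kb of GL896959 from 6597550 to 6853397, 10 of 17 tested regions opened. The median log2 change was 2.69 in the opened regions and 2.12 in all tested there. On GL896951, from 3708105 to 3739898, 6 of 6 tested regions opened, with log2 changes from 2.33 to 3.83, a cluster no larger than permuted calls gave. On GL897015, 9 of 11 regions from 4251732 to 4425020 closed, with a median log2 change of −3.46. In the largest closed cluster, on GL896904 from 9250957 to 9450573, 16 of 37 tested regions closed. Neither of these closed clusters was larger than those of permuted calls. Both lay on scaffolds where CF signal was lower across most regions.

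Signal on 16 scaffolds was lower in CF across most of their regions. Among 226 scaffolds with at least 40 regions of a mean log2 signal above 5, these 16 had a median CF to WT change between −0.58 and −0.34 relative to all such regions, and the next had −0.26. The 16 were chosen after their values were seen. They hold 6863 regions, 7.21% of those tested, and 16.7% of the closed and 3.32% of the opened regions, including 5 of the 10 named closed regions, on GL897015 and GL896987, and 1 of the 10 named opened regions, on GL896929. Relative to the remaining scaffolds their log2 signal was −0.29 ± 0.01 in CF (SD, n = 3) and 0.22 ± 0.07 in WT libraries (SD, n = 4), each centred on the mean of the 7 libraries. With these scaffolds raised to the rest in each library, 4187 regions opened and 5325 closed. On the 16 scaffolds themselves 341 regions then opened, against 136 before, and 459 closed, against 997.

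**Figure D3:**
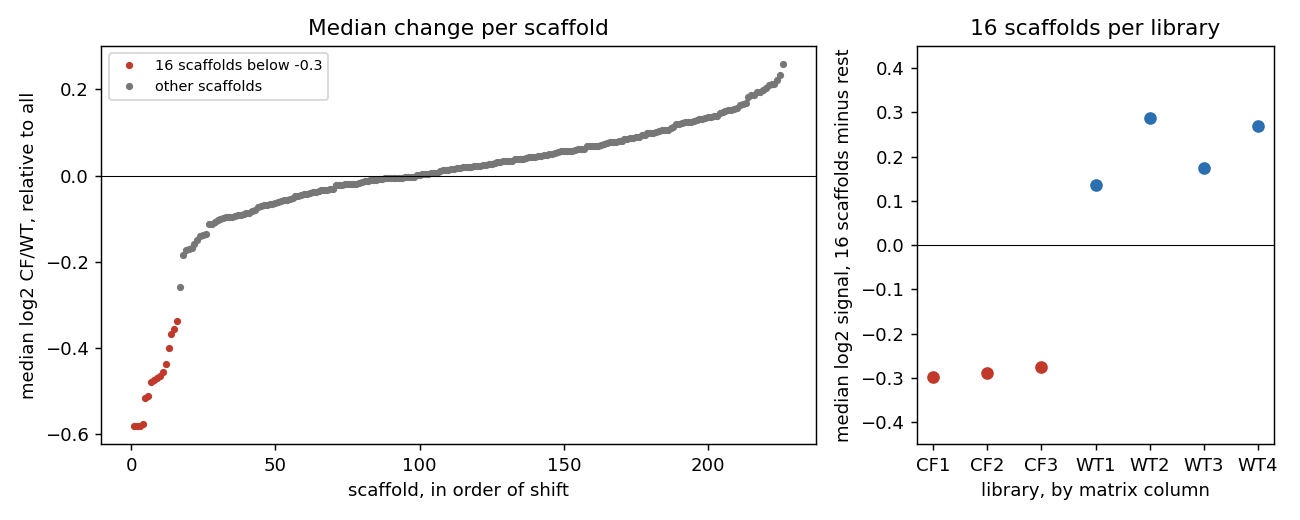
Left, median log2 CF to WT change relative to all regions (y axis) of 226 scaffolds in order of their shift (x axis), with the 16 scaffolds below −0.3 in red. Right, median log2 signal of the 16 scaffolds minus the remaining scaffolds (y axis) in each library by matrix column (x axis), where the 3 CF libraries (red) lie between −0.30 and −0.28 and the 4 WT libraries (blue) between 0.13 and 0.29.

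The balance of opened and closed regions depended on the scaling. Closed regions made up 59.2% of calls with the scaling of the authors, with 4102 opened and 5954 closed. With library size alone 7710 opened and 3440 closed, and the median log2 change of all regions was 0.38 instead of 0.03. Upper-quartile scaling gave 5732 opened and 4508 closed, with a median of 0.21. Library size without the most read scaffold gave 5552 and 4323, thinning to equal total reads 6670 and 3232, and centring each scaffold 5198 and 4366, which were alternatives added after the data were seen. Leaving out CF1, CF2 or CF3 left 1472, 1365 or 1392 opened and 3809, 3901 or 3765 closed regions.

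Peak calls were compared as a measure that does not use the matrix. The lists held 93943 ± 13270 peaks in CF (SD, n = 3) and 69633 ± 17225 in WT (SD, n = 4), a difference that did not pass a two-sided exact permutation test (p = 0.114). Of 213836 merged peaks, 4262 were present in all CF and no WT lists, against at most 1539 in any other split of the libraries. The 990 present in all WT and no CF lists were not unusual, since 4 of 35 splits gave as many. With the 48417 strongest peaks of each list these counts were 2350 and 1549, each the highest of the 35 splits. Without the list CF3 or the list WT3, 8380 or 6595 peaks were found in CF only, and without the list WT2 2471 in WT only. Leaving out a list removes a condition that a peak must meet, so a rise in these counts is built in.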

Values the study reported

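The study reported about 13,000 differentially accessible regions between WT and CF PDE cultures at p < 0.05. It gave a log2 fold change of 4.3 for the PDX1 locus and of 2.25 for the PAX6 locus, both more open in CF cultures. Loci given as closed in CF cultures included HDAC4, with a log2 fold change of −3.29, and EZH2, with −2.00.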

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

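The tests in this part were chosen after the result was seen, except the median shift on regions left out of the choice of scaffolds and the counts after thinning with TMM scaling, which were set out before they were run. In the opened region on GL896948 from 3123676 to 3124106, matrix column WT1 had a log2 signal of 9.24, far from the 8.25 to 8.41 of the other WT libraries, and below every CF library. Of 28 results tested in this way over the 4 WT libraries 1 stood out, and chance flags about 1 in 20.

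The lower CF signal on 16 scaffolds was tested against several explanations. Thinning every library to equal total reads left the shift at −0.51. Thinning keeps the expected share of reads on each scaffold, so it argues only against effects of few reads and does not otherwise test depth. Cyclic loess left the shift at −0.50, which argues against a signal-dependent trend. Scaffolds chosen on alternate regions had a median shift of −0.45 or lower on the regions left out. Chance choice of scaffolds therefore does not account for the shift. In a fresh choice for each of the 35 splits the real split gave 16 such scaffolds and the others at most 5. Only scaffolds below −0.3 in the group of 3 libraries were counted. Splits with a group of 3 WT libraries moved the 16 scaffolds up by 0.32 to 0.44, a direction left out of this count. A change of selected regions alone is argued against by the regions with a peak in all 7 libraries, where, on regions left out of the choice of scaffolds, the share lower in CF was at least 23.96 percentage points higher than elsewhere. A candidate explanation is a difference in DNA copy number between the cultures. It rests on regions left out of the choice of scaffolds. There the shift of regions of highest signal differed by −0.114 or less in size from that of lowest signal. On the 16 scaffolds WT libraries had 1.34 to 1.49 times the CF level, which restates the shift and is not a test of copy number. A change of chromatin along whole chromosomes tied to genotype was not tested and stays open. The place of CFTR relative to these scaffolds was not analysed here.

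The replicate numbers of matrix columns and peak lists disagreed. Among 144 orders of names within genotype, the names given ranked 121, and the order with numbers reversed within each genotype ranked highest, as an exchange of names may produce. An exchange between genotypes is argued against, since 7 of 7 columns fitted best a list of their own genotype. Which of the sets of names is right cannot be read from these values.

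Among these 7 libraries chance is an unlikely source of the numbers of opened and closed regions. Only 1 of 35 splits, the real one and the fewest the design allows, gave 4102 opened or 5954 closed regions. The highest of the others were 954 and 713. A rank of 1 in 35 does not exclude chance. The comparison of splits does not extend to donors if WT libraries share one. With every library thinned to equal total reads and TMM scaled, 3658 opened and 5087 closed regions were called. Because one scaffold took a larger share of WT reads, this leaves the depth elsewhere unequal, and thinning to equal reads outside that scaffold, an alternative added later, gave 3468 and 4787 with TMM scaling. These counts argue against depth as the whole cause.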

How the results depend on the processing

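The alternatives on thinning, the 16 scaffolds, centring of scaffolds, the most read scaffold, TMM or DESeq2 size factors in limma and reversed replicate numbers, and those of the shift, were chosen after seeing the data. All 20 named regions kept their direction and an adjusted p under 0.05 in each alternative that tested them. They were chosen for a small adjusted p and libraries without overlap in the same data. Their stability therefore says little about the other called regions. The shift of the 16 scaffolds ranged from −0.53 to −0.46 with a library left out. Scalings with one factor per library hardly moved the shift, so they do not test it. It was −0.4993 with library size alone, −0.4992 with upper-quartile scaling and −0.4996 with DESeq2 size factors, against −0.4994 with the scaling of the authors. The numbers of opened and closed regions were 7710 and 3440 with library size alone, 6670 and 3232 after thinning to equal total reads, 2049 and 3375 with a mean of at least 30 reads (fewer regions tested), 233 and 710 when tested against a log2 change of 1, and 2708 and 2818 with a log2 change past 2. Limma-voom opened 6627. For the stricter tests and the filter the cause is the setting itself. With the most read scaffold left out of the library size 5552 opened and 4323 closed, and with TMM scaling after thinning 3658 and 5087. The counts with library size alone and after thinning therefore depended on the scaling. For limma-voom the cause was not tested. With a library left out, 1365 to 5094 regions opened and 3765 to 6923 closed. The edgeR test on recovered reads called 5092 opened and 6742 closed regions, and the DESeq2 test 5141 and 8142. Peaks in CF only and WT only numbered 2350 and 1549 among equal numbers of strongest peaks, and 4551 to 8380 and 1026 to 2471 with a list left out. The counts with a list left out rise because a condition is removed, so they do not test robustness. The difference in peaks per list was 17237 to 31774 with a list left out, where too few splits remain for a p under 0.05. The same replicate numbers did not pair the libraries, with correlations of 0.078, 0.071 and −0.022. The replicate block gave 5002 opened and 6325 closed regions, and with reversed numbers 4062 and 5691. The WT library without a partner did not enter its fold changes. This was matrix column WT4, or WT1 with reversed numbers. Without WT4 and without a block, 4030 regions opened and 5365 closed. Alternatives with GC corrections, gene lists, locations and motifs were not run. In WT 3.36% to 17.6% of regions were at the minimum of 1 read, which limits changes measured there, against 0.60% to 1.35% in CF.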

Other observations

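A single short scaffold, GL897838, took 8.08% ± 0.91 of the reads in CF (SD, n = 3) and 18.0% ± 5.27 in WT libraries (SD, n = 4), in 5 regions. Each WT library, at 12.95% to 22.6%, lay above each CF library, at 7.15% to 8.97%, and the difference of the means gave p = 0.0571 in a two-sided exact permutation test. The region on GL896904 from 24071810 to 24072324 took 0.91% to 1.11% of the reads in CF and 1.65% to 3.10% in WT libraries.

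On GL897026 from 4589243 to 4631233, 7 of 9 tested regions opened in CF, with log2 changes from 1.27 to 4.25. On GL897058 from 3027121 to 3056002, 7 of 7 tested regions opened, with a median log2 change of 2.59. Clusters of these sizes were also reached with permuted calls. GL897035 held clusters of both directions, with 9 of 10 regions opened from 4991050 to 5151750 and 9 of 22 closed from 1299715 to 1479054, of which the opened one exceeded the largest of permuted calls.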
